# Genome-Wide Identification of Bcl11b Gene Targets Reveals Role in Brain-Derived Neurotrophic Factor Signaling

**DOI:** 10.1371/journal.pone.0023691

**Published:** 2011-09-01

**Authors:** Bin Tang, Pietro Di Lena, Lana Schaffer, Steven R. Head, Pierre Baldi, Elizabeth A. Thomas

## Abstract

B-cell leukemia/lymphoma 11B (Bcl11b) is a transcription factor showing predominant expression in the striatum. To date, there are no known gene targets of Bcl11b in the nervous system. Here, we define targets for Bcl11b in striatal cells by performing chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) in combination with genome-wide expression profiling. Transcriptome-wide analysis revealed that 694 genes were significantly altered in striatal cells over-expressing Bcl11b, including genes showing striatal-enriched expression similar to Bcl11b. ChIP-seq analysis demonstrated that Bcl11b bound a mixture of coding and non-coding sequences that were within 10 kb of the transcription start site of an annotated gene. Integrating all ChIP-seq hits with the microarray expression data, 248 direct targets of Bcl11b were identified. Functional analysis on the integrated gene target list identified several zinc-finger encoding genes as Bcl11b targets, and further revealed a significant association of Bcl11b to brain-derived neurotrophic factor/neurotrophin signaling. Analysis of ChIP-seq binding regions revealed significant consensus DNA binding motifs for Bcl11b. These data implicate Bcl11b as a novel regulator of the BDNF signaling pathway, which is disrupted in many neurological disorders. Specific targeting of the Bcl11b-DNA interaction could represent a novel therapeutic approach to lowering BDNF signaling specifically in striatal cells.

## Introduction

The striatum plays crucial roles in the planning and modulation of movement and motor function, stereotyped behavior and the establishment of habits [1]–[3], as well as being associated with cognitive function and motivation-related behavior [4]. Precise regulation of gene expression in the striatum is essential to these functions; accordingly, disruption of this regulation can have detrimental consequences, resulting in the development of severe movement disorders and psychiatric conditions, many of which have been previously associated with transcriptional dysregulation. Understanding of factors that control striatal gene expression in mature tissues has paramount relevance to the pathology of disorders associated with these disorders.

Transcriptional regulation in the striatum has primarily focused on the development and differentiation of medium spiny neurons, which make up ∼90% of the neurons in the striatum. The transcription factor, B-cell leukemia/lymphoma 11B (Bcl11b) (a.k.a. chicken ovalbumin upstream promoter transcription factor interacting protein 2, CTIP2), which is predominantly expressed in striatal medium spiny neurons, plays an important role in striatal development [5]. However, we, and others, have demonstrated abundant striatal-enriched expression of Bcl11b in adulthood [5]–[7] (see Figure S1), suggesting that it plays important roles in controlling the expression of genes necessary to the functioning and maintenance of mature medium spiny neurons. Although Bcl11b has been shown to play critical roles in T-cell function and maintenance [8], its functional role in the adult brain is unknown.

Here we have used genome-scale chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-Seq) in combination with genome-wide transcriptome analysis to identify and characterize Bcl11b target genes in striatal cells. Our findings reveal a large set of Bcl11b target genes in striatal cells, providing the first insight into core striatal gene regulation. We further identify a novel consensus binding motif for Bcl11b to account for direct Bcl11b-DNA binding. Importantly, we find that top Bcl11b target genes encode numerous components of the brain-derived neurotrophic factor (BDNF) signaling pathway. Altered BDNF signaling has been implicated in several neurodegenerative diseases, including Huntington's, Alzheimer's and Parkinson's diseases [9] and relevant therapeutic strategies for these disorders are aimed at increasing BDNF levels in the brain [10], [11]. We suggest that the design of small molecules to specifically interfere with Bcl11b-DNA interactions may represent a feasible therapeutic approach to elevate BDNF signaling.

## Results

### Striatal cell milieu

In order to identify candidate target genes for Bcl11b expression regulation, we analyzed transcriptome-wide expression profiles of wild-type, immortalized, striatal cells (ST*Hdh* striatal cells [12]) overexpressing Bcl11b. 

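STHdh cells are a mouse striatal line immortalized from embryonic tissue. For the expression profiles, 4 sets of cells transfected with Bcl11b and 4 sets transfected with the empty pcDNA3.1 plasmid (mock) were each hybridized to 1 Illumina MouseRef-8 v2 array 2 days after transfection. On these arrays each probe is carried by many beads, and the scanner software averages the bead intensities into 1 signal per probe. The authors deposited these average signals after background subtraction, without normalization between arrays, with a detection p-value for each probe against the negative control beads of the same array. There were 25697 probes carrying 18120 gene symbols. The median signal lay between 31.6 and 53.9 on the mock arrays (median 43.5) and between 20.1 and 30.2 on the Bcl11b arrays (median 25.6), so the mock arrays were brighter before normalization. The number of probes with a detection p-value under 0.01 was similar, from 10121 to 10784 on the mock arrays and from 10342 to 10644 on the Bcl11b arrays. In all, 13942 probes passed this limit on no array, and these are called not detected. Following the paper's methods, the signals were quantile-normalized and compared with limma over all probes, with Benjamini-Hochberg adjustment. Subtraction had left between 30.6% and 31.6% of the signals of an array at or below 0, and normalized signals under 1 were set to 1 before the log2. For dim probes this choice sets the size of the fold change, so no fold change is given for a probe that was not detected on any array. For a probe not detected on any array of 1 group only, the change is given as a lower bound against the dimmest detected signal of each array of that group. The number of arrays limits the precision. The only Bcl11b probe, ILMN_2611022, was not detected on any of the 8 arrays, so the arrays do not show the level of the transfected gene.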

Because ST*Hdh* cells were derived from striata of embryonic day 14 tissue, we first tested whether wt ST*Hdh* striatal cells express markers of mature striatal neurons, as well as other striatal-enriched genes randomly selected from our previous studies [6], by standard PCR analysis. We find that ST*Hdh* cells express *Ppp1r1b*, encoding DARPP-32, the classic marker for mature medium spiny neurons, as well as mRNAs for other striatal markers, including neuronal guanine exchange factor (*Ngef*), brain-specific angiogenesis inhibitor 1-associated protein 2 (*Baiap2*), diacylglycerol kinase, epsilon (*Dgke*), regulator of G protein signaling 9 (*Rgs9*), copine V (*CpneV*), G protein, gamma 7 subunit (*Gng7*), adenylate cyclase 5 (*Adcy5*), Forkhead box protein P1 (*Foxp1*) and *Bcl11b* itself (Figure S2), suggesting that they share to some extent a similar molecular environment as in *vivo* medium spiny neurons.

### Identification of Bcl11b target genes by microarray analysis

We performed microarray analysis using the Illumina Array MouseRef-8 v2 chips on Bcl11b- transfected striatal cells and found 694 genes (256 upregulated and 436 downregulated) whose expression was significantly altered by Bcl11b (at p<0.0027; FDR<0.10); these gene expression changes are depicted in Figure 1A. 

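In the deposited signals, 252 probes carrying 244 gene symbols differed between Bcl11b-transfected and mock-transfected cells at an adjusted p-value under 0.10 (limma with Benjamini-Hochberg adjustment over 25697 probes), of which 91 were higher and 161 were lower in Bcl11b-transfected cells. The largest unadjusted p-value among them was 0.000978. Of these probes, 147 were detected on all 8 arrays and 56 were detected on none. The count fell to 45 probes under limma-trend with robust eBayes and to 45 with the replicate number as a block, and rose to 642 with arrayWeights and to 637 without mock replicate 2. Without Bcl11b replicate 4 it was 249. With any of the remaining arrays left out it lay between 87 and 113, each time with more probes higher than lower. All 45 under limma-trend and 23 of the 45 with the block were among the 252. With each array divided by its median signal in place of quantile normalization, 100 probes were higher and 46 were lower, so the larger share of decreases depends on the normalization. Under limma-trend it was lost as well, with 35 probes higher and 10 lower, as it was with the block, with 23 higher and 22 lower. From its own count, the paper states that the expression of these genes was significantly altered by Bcl11b.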

Complete lists of genes differentially expressed in Bcl11b- transfected striatal cells compared to untransfected cells are provided in Table S1. 

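Of the array probes for the genes that the paper also measured by real-time PCR, Fos (ILMN_2750515) had a log2 signal of 7.52 ± 0.24 (SD, n = 4 arrays) in mock-transfected and 9.12 ± 0.14 (SD, n = 4) in Bcl11b-transfected cells. The difference was 3.03-fold (standard error 0.13 on the log2 scale, adjusted p = 0.0137 from limma). Fst (ILMN_1228958) rose from 8.37 ± 0.28 (SD, n = 4) to 9.98 ± 0.14 (SD, n = 4), with an adjusted p of 0.0208 from limma. The bright Bdnf probe (ILMN_3105417) had a log2 fold change of -0.40 (standard error 0.068, adjusted p = 0.0911 from limma), and all 4 Bcl11b arrays lay below all 4 mock arrays. Bdnf stayed lower in every setting, but it missed the adjusted threshold when any array was left out. It also missed it with the block, under limma-trend and with division by the array median. It still passed with arrayWeights and with neqc background correction. Fos and Fst missed the threshold with the block as well. The Baiap2 probe that Table S1 lists (ILMN_2733091) was detected on 2 mock arrays and on no Bcl11b array (adjusted p = 0.301 from limma). By the mean of the 4 mock arrays the decrease was at least 1.14-fold. This bound rested mainly on mock replicate 3, at a log2 signal of 7.393 against 6.158 to 6.347 on the other mock arrays. A second Baiap2 probe (ILMN_3163374), detected on all arrays, had a log2 fold change of -0.086. The 2 Srf probes did not differ between the groups beyond the spread of the arrays, with an adjusted p from limma of 0.965 for the brighter probe (ILMN_2988299) and 0.542 for the dimmer one (ILMN_1242533). The brighter one, at a log2 fold change of -0.063, changed direction to 0.0345 when each array was divided by its median signal. The dimmer one was detected on 1 mock array and on 4 Bcl11b arrays and was higher in Bcl11b-transfected cells, with groups that overlap. No fold change is given for it, since its mean on the mock arrays (log2 signal 5.13) lies below the dimmest detected signal of each of them. The Rhoq probe was not detected on any array. Among probes past the adjusted threshold whose groups did not overlap, the 5 with the largest fitted increase were for Cbs, Tcfcp2l3, 1110055J05Rik, Chchd2 and Sult4a1. None of them was detected on a mock array. Cbs was detected on all 4 Bcl11b arrays and was at least 2.84-fold higher there (adjusted p = 8.24e-06 from limma), whereas the bounds for Tcfcp2l3 and Chchd2 were 1.27-fold and 1.36-fold. No bound above 1 was reached for 1110055J05Rik, and Sult4a1 was not detected on any array. The 5 with the largest fitted decrease, for Bcar3, Comtd1, Irx1, Itga11 and Btbd4, were not detected on any array, so their fitted changes lie within the background.

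**Figure D1:**
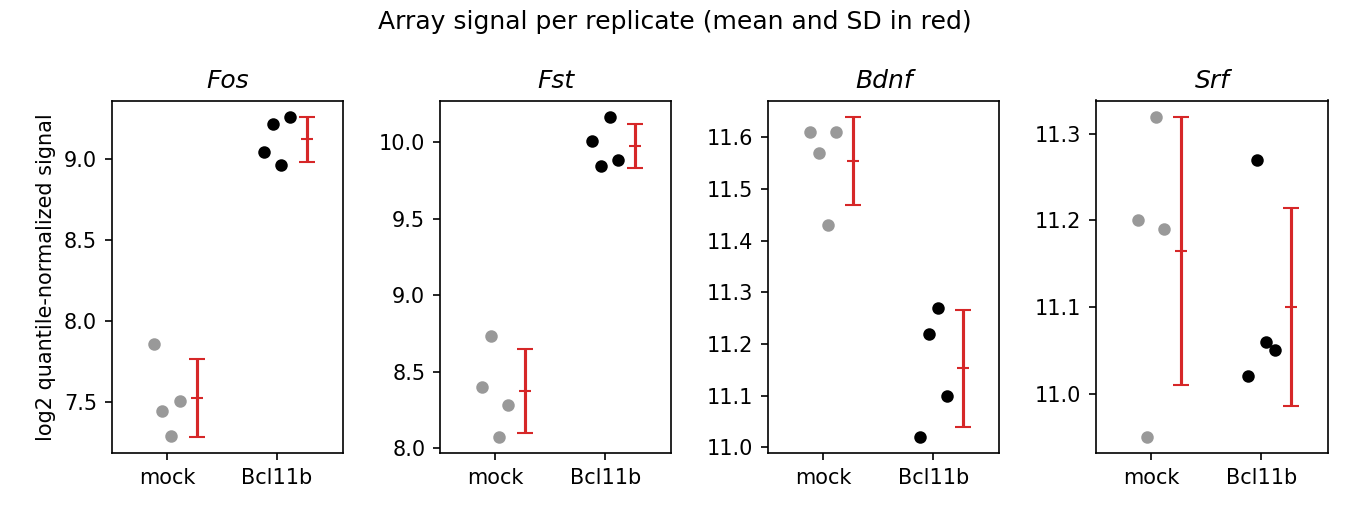
Log2 quantile-normalized signal of the Fos, Fst, Bdnf and Srf probes on each array, with mock-transfected cells in grey and Bcl11b-transfected cells in black. Bars in red give the mean and SD of 4 arrays, and each panel has its own range on the vertical axis. The groups do not overlap for Fos, Fst and Bdnf and overlap for Srf.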

We validated the Bcl11b-induced expression changes of selected genes by real-time PCR analysis. These included FBJ osteosarcoma oncogene (*Fos*), Follistatin (*Fst*), Brain-specific angiogenesis inhibitor 1-associated protein 2 (*Baiap2*), Ras homolog gene family, member Q (*Rhoq*), Serum response factor (*Srf*) and Brain-derived neurotrophic factor (*Bdnf*) (Figure 1B).

**Figure 1:**
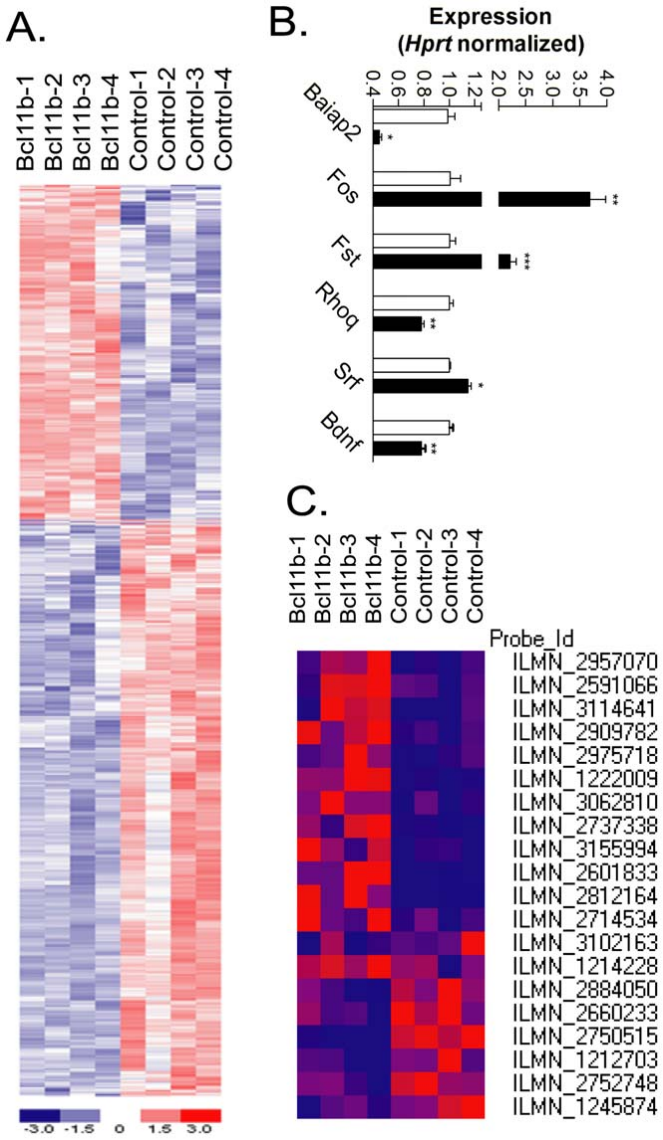
A. Heatmap depiction of the top 693 genes (FDR<0.10) differentially expressed in response to Bcl11b overexpression in striatal cells. Data are from n = 4 different sets of transfected cells. Heatmaps were generated with dChip program (www.dChip.org). Red indicates increased and blue indicates decreased expression relative to the mean transcript expression value. B. Real-time PCR validation of microarray expression differences elicited by Bcl11b in striatal cells. The genes are indicated by their official UniGene ID. *Hprt* was used to normalize gene expression differences. Open bars represent mock-transfected striatal cells, closed bars represent Bcl11b-transfected striatal cells. Asterisks denote significant differences in Bcl11b-transfected striatal cells compared to mock-transfected cell, as determined by ANOVA *, p<0.05; **, p<0.01; ***, p<0.001. C. Heatmap expression changes of genes related to the BDNF signaling pathway.

Given that Bcl11b shows enriched expression in the striatum (see Figure S1), we searched for other striatal-enriched genes in our microarray datasets. 

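Of 18 striatal-enriched genes listed in Table 1, 10 had a representative probe detected on at least 1 array of both groups. The Baiap2 probe that Table S1 lists was detected on mock arrays only, and its second probe on all 8 arrays, while 7 genes (Actn2, Rgs9, Bcl11b, Foxp2, Kcnip2, Rap1gap and Rarb) were not detected on any array. At an unadjusted p-value under 0.05 from limma, 9 of the 11 detected genes differed between the groups, 8 of them lower and 1 higher in Bcl11b-transfected cells. None passed an adjusted p-value of 0.10 over all probes, and 9 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The smallest p-values belonged to Osbpl9 (ILMN_1215004), with a log2 fold change of -0.34 (standard error 0.064, adjusted p = 0.128 from limma), Ngef (ILMN_2822905), with -0.43 (standard error 0.085, adjusted p = 0.139), and Rin1 (ILMN_2650289), with -0.63 (standard error 0.14, adjusted p = 0.174). When each array was divided by its median signal, the change of Osbpl9 was -0.15 and no longer passed 0.05. For Pde1b the log2 signal was 10.28 ± 0.37 (SD, n = 4 arrays) in mock-transfected and 9.57 ± 0.11 (SD, n = 4) in Bcl11b-transfected cells. Klf16 (ILMN_2889916) was the gene that rose, by 0.69 on the log2 scale (standard error 0.28, adjusted p = 0.467 from limma), and it no longer passed 0.05 when mock replicate 1, 3 or 4 or Bcl11b replicate 2, 3 or 4 was left out, nor with the replicate number as a block or with arrayWeights. Pde10a (ILMN_2733915), detected on 3 mock arrays and 1 Bcl11b array, was lower in Bcl11b-transfected cells (adjusted p = 0.475 from limma). The size of its change cannot be given, since its mean on the Bcl11b arrays (log2 signal 5.82) lies below the dimmest detected signal of each of them. Pde10a no longer passed 0.05 when any array other than Bcl11b replicate 3 was left out, nor with the block, limma-trend or arrayWeights. Arpp19, at a log2 fold change of -0.42, no longer passed without mock replicate 3 (-0.40) or Bcl11b replicate 1 (-0.38) or 3 (-0.38), or when each array was divided by its median signal (-0.36). Foxp1 (ILMN_1252078) did not reach the threshold (log2 fold change 0.48, standard error 0.22, adjusted p = 0.53 from limma). The 2 Ensa probes disagreed, since the brighter one (ILMN_3032778) did not change (log2 fold change -0.086, adjusted p = 0.82 from limma) and the dimmer one (ILMN_3112185) rose by 0.49 (adjusted p = 0.206 from limma, all 4 Bcl11b arrays above all 4 mock arrays). Which of them the RefSeq accession in Table 1 stands for cannot be read from the deposited table, which names probes and symbols only. With neqc background correction 10 of the 11 detected genes were under 0.05, with the replicate number as a block 7 were, and without mock replicate 3 it was 6.

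**Figure D2:**
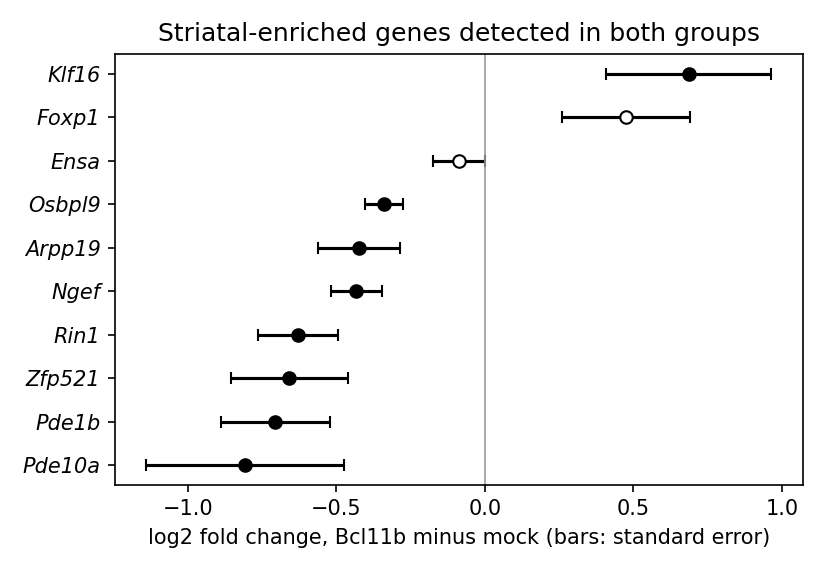
Log2 fold change (Bcl11b minus mock) of the 10 genes of Table 1 detected in both groups, with the standard error from limma. Filled points have an unadjusted p-value under 0.05 and open points, Foxp1 and Ensa, do not. The points lie below 0 except for Klf16 and Foxp1. The point of Pde10a is a fitted value without a measured size, since its mean on the Bcl11b arrays lies below the dimmest detected signal of each of them.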

From a list of 64 striatal-enriched genes, determined from our previous studies [6], nearly one-third (n = 18) were significantly altered in their expression in Bcl11b-transfected cells (p<0.05) (Table 1). This represents a statistically significant overrepresentation of striatal-enriched genes as Bcl11b targets compared to genes showing generalized expression throughout the brain (Fisher's Exact test; two-tailed; p<0.023). 

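Over the whole array, 2670 of all 25697 probes, or 10.4%, had an unadjusted p-value under 0.05 from limma, and 588 of these were not detected on any array. Among the 11755 probes detected on at least 1 array, 2082 did, or 17.7%. These rates cannot test an enrichment of striatal genes, because the genes of Table 1 were chosen at p under 0.05 on these arrays.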

Notably, n = 58 previously designated striatal-enriched genes gave hybridization “Present” calls on our microarray chips, further indicating that these cells resemble the neuronal subtype from which they were derived.

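The genes of Table 1 can be set against the detection p-values of the arrays. With detection taken as a p-value under 0.01, the representative probes of 8 of the 18 genes were detected on all 8 arrays. The list of 64 striatal-enriched genes itself was not analysed here.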

**Table 1:** Striatal-enriched genes regulated by Bcl11b.

Gene ID:	Gene Description:	Fold-change:	P-Value:	FDR:	Acc #:
*Actn2*	Alpha-actinin 2	1.933	0.001	0.064	NM_033268
*Foxp1*	Forkhead box P1	1.370	0.033	0.284	AF339103
*Pde1b*	Phosphodiesterase 1B, Ca2+-calmodulin dependent	0.623	0.001	0.067	NM_008800
*Rgs9*	Regulator of G-protein signaling 9	1.478	0.043	0.476	NM_011268
*Rin1*	Ras and Rab interactor 1	0.654	0.001	0.047	NM_145495
*Arpp19*	cAMP-regulated phosphoprotein 19	0.751	0.012	0.190	NM_021548
*Baiap2*	BAI1-associated protein 2	0.601	0.001	0.071	NM_130862
*Bcl11b*	B-cell leukemia/lymphoma 11B	0.665	0.018	0.374	NM_021399
*Ensa*	Endosulfine alpha	1.374	0.003	0.105	NM_019561
*Foxp2*	Forkhead box P2	0.748	0.007	0.162	NM_053242
*Kcnip2*	Kv channel-interacting protein 2	0.657	0.036	0.296	NM_001034005
*Klf16*	Kruppel-like factor 16	1.590	0.007	0.148	NM_078477
*Ngef*	Neuronal guanine nucleotide exchange factor	0.752	0.005	0.131	NM_019867
*Osbpl9*	Oxysterol sterol binding protein 8	0.793	0.013	0.197	NM_1754589
*Pde10a*	Phosphodiesterase 10A	0.698	0.011	0.185	NM_011866
*Rap1gap*	Rap1 GTPase-activating protein	1.397	0.040	0.307	NM_001081155
*Rarb*	RAR beta receptor 1	0.552	0.006	0.140	NM_011243
*Zfp521*	Zinc finger protein 521	0.704	0.003	0.108	NM_145492

### ChIP-Seq analysis of Bcl11b binding sites

In order to identify the genome-wide binding patterns of Bcl11b, we performed chromatin immunoprecipitation with a Bcl11b antibody in transfected striatal cells followed by massively parallel sequencing of the co-immunoprecipitated genomic DNA fragments (ChIP-Seq). We applied MACS software to identify Bcl11b-enriched binding regions. Examples of several target genes are shown in Figure 2. We then mapped the Bcl11b binding regions to genes using the UCSC Genome Browser and identified 1,410 Bcl11b-significantly-enriched binding regions ranging in size from 61–428 bp genome-wide. 232 of these genes were within 10 kb of an annotated transcriptional start site (TSS), however, only 36 of these mapped to within 1 kb of the TSS, suggesting that the majority of Bcl11b binding sites are far away from the proximal promoter regions. Further annotation of the top hits found that a majority of sequences within 10 kb of the TSS were within an intronic region (Table S2). We also observed that a Bcl11b ChIP peak overlaps with exon 1 of the Bcl11b gene itself, suggesting that, like many other eukaryotic transcription factors [13], Bcl11b regulates its own expression, as we have previously proposed [14].

**Figure 2:**
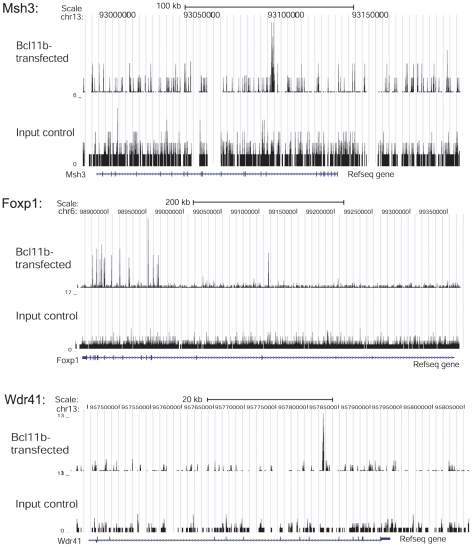
ChIP-seq binding patterns for Bcl11b target genes *Msh3*, *Foxp1* and *Wdr41*. The number of tags reflecting the ChIP enrichments is plotted on the y axis and chromosomal coordinates are shown on the x axis. RefSeq genes are in the orientation indicated by arrows on the gene representation. Enriched peaks have the following coordinates: Msh3 coordinates: chr13: 93085721–93085950; Foxp1 coordinates: chr6: 99112792–99113024; Wdr41 coordinates: chr13: 95782433–95782649.

We validated ChIP-seq peaks located near the TSSs of annotated genes using standard ChIP followed by real-time qPCR analysis. This analysis revealed enriched binding of Bcl11b (over IgG control) to the proximal promoter regions of several genes, including, Sp140 nuclear body protein (*Sp140*), Low density lipoprotein receptor (*Ldlr*), Dihydrouridine synthase 2-like (*Dus2l*), Histone cluster 1, H1a (*Hist1h1a*), Inositol polyphosphate multikinase (*Ipmk*), Crystallin, beta A1 (*Cryba1*) (Figure 3). Bcl11b binding to these genomic regions was also detected in un-transfected striatal cells, which endogenously express Bcl11b, albeit at low levels.

**Figure 3:**
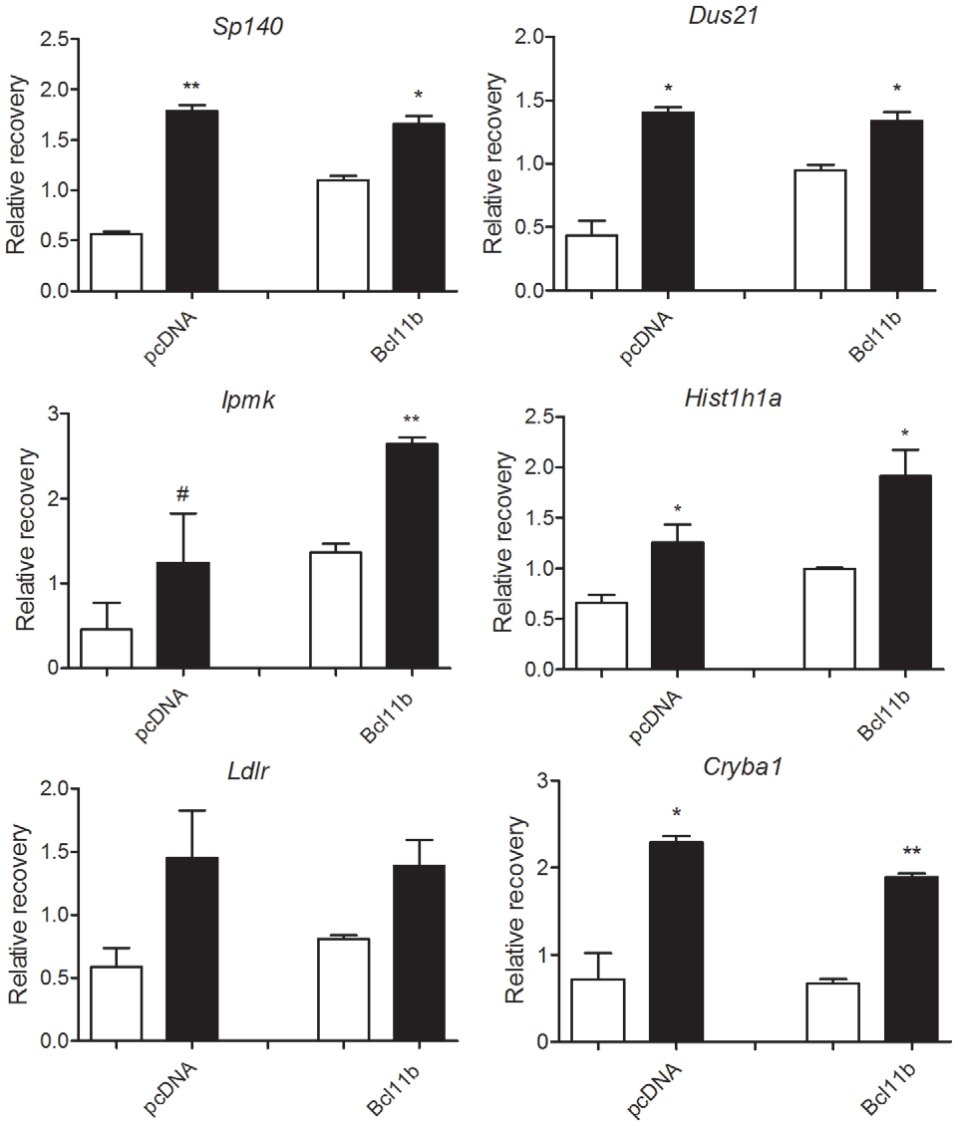
Chromatin-immunoprecipitation (ChIP)-qPCR for Bcl11b target genes. ChIP was performed using an anti-Bcl11b or control IgG antibody on both mock-transfected (pcDNA3.1) (open bars) and Bcl11b-transfected (closed bars) striatal cells as described in Methods. Real-time qPCR analysis was performed on the immunoprecipitated DNA using primers designed to amplify regulatory regions of the indicated genes.

### Identification of consensus DNA-binding motifs and potential cofactors

We searched for consensus binding motifs for Bcl11b using MEME [15] and Motif Map [16] in the retrieved sequences of the Bcl11b binding regions. We found several potential consensus binding motifs and used the Bayesian Branch Length Score (BBLS) [16] to assess their evolutionary conservation in the multiple alignment of the mouse genomes with other genomes from the UCSC genome browser (29). The top consensus logos (BBLS score cutoff >1) identified in >25 separate Bcl11b binding sequences, regardless of genomic location, are ACCACA, TGCTTG and AGTGCT (Figure 4A). We also searched for consensus motifs in just the Bcl11b binding regions present in the annotated 5′ region of a given gene and found additional significant putative motifs, AG[AT]GTG and GGATCA (Figure 4B).

**Figure 4:**
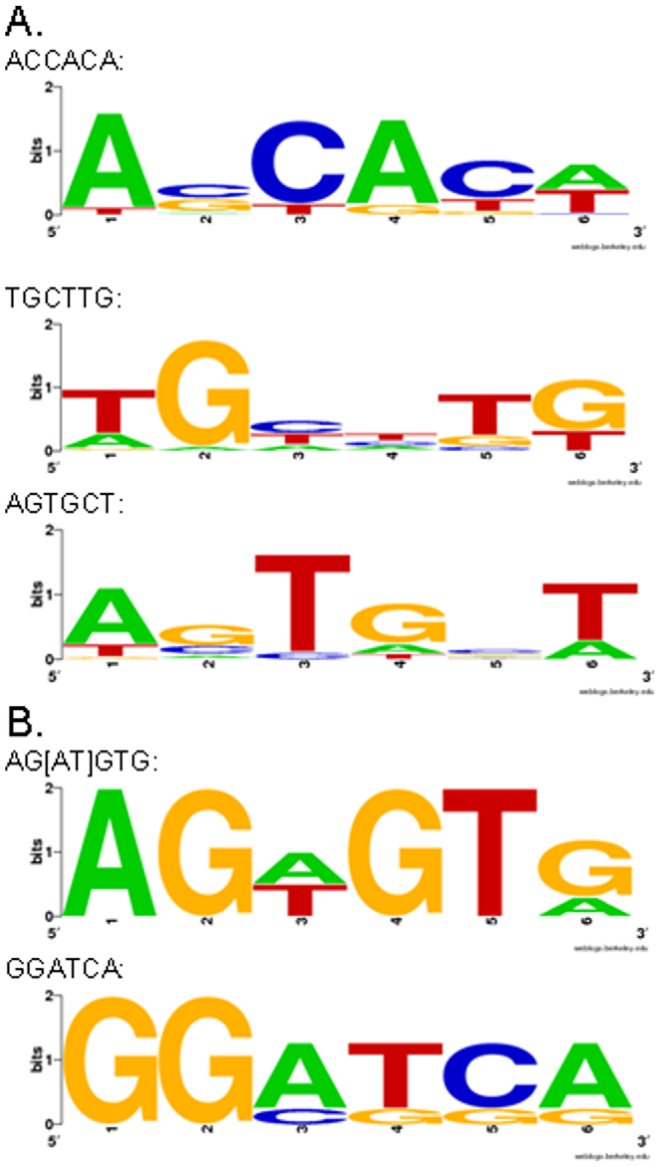
DNA binding consensus sequences for Bcl11b. A. Bcl11b binding motifs identified in all of the top ChIP-seq retrieved sequences. B. Bcl11b binding motifs in sequences from the 5′ regions.

We next assessed whether other TFs could bind to the Bcl11b binding regions identified by ChIP-seq, potentially acting as Bcl11b cooperators for the regulation of gene expression. We searched for already annotated transcription factor motifs in mouse from the TRANSFAC database [17]. Several motifs for other factors, including AML1, MAFB, and HNF4, were found to have a significant BBLS score on subsets of the top ChIP-seq binding hits (Table 2). In addition, Bcl11b has been shown to alter transcription in HEK293 cells by interacting with chicken ovalbumin upstream promoter transcription factor (COUP-TF1; *Nr2f1*) [18]. Searching the same ChIP-seq hits for the previously defined COUP-TF 1 binding 6-mer (AGG/TTCA and TGTACT [19], revealed that 32.4% of the sequences contained one of these three sites.

**Table 2:** TRANSFAC mouse motifs.

Motif ID:	Motif Name:	Motif:	#:	Genes:
M01658	AML1	TGTGGTT	13	*Cdh23 Ddx28 FoxP1 Id3 Ipmk Mocos Msh3 Rundc3b Sh3rf3 Sp140 Tmx4 Trpm8 Wdr41*
M00751	AML1	TGTGGT	13	*Cdh23 Ddx28 FoxP1 Id3 Ipmk Mocos Msh3 Rundc3b Sh3rf3 Sp140 Tmx4 Trpm8 Wdr41*
M01227	MAFB	GCTGAC	12	*Cdh23 Cisd1 FoxP1 HIST1h1a Id3 Msh3 Rlf Sh3rf3 Sp110 Trpm8 Ubtd1 Wdr41*
M01033	HNF4	GGGGCA	11	*Bcl11b Cdh23 FoxP1 HIST1h4a Id3 Ipmk Odz2 Sh3rf3 Sp140 Ubtd1 Uhrf1bp1*
M01268	FXR	AGGTCAT	10	*Bcl11b Cdh23 Cisd1 FoxP1 HIST1h4a Ipmk Mocos Sh3rf3 Ubtd1 Uhrf1bp1*
M01181	Nkx3-2	TAAGTG	10	*Bcl11b Cdh23 Ddx28 FoxP1 Ipmk Msh3 Odz2 Rlf Sp140 Uhrf1bp1*
MA0078	Sox17	CCCATTGTC	9	*Adamts6 Cisd1 Ipmk Mocos Msh3 Sh3rf3 Tmx4 Trpm8 Ubtd1*
M01282	PPARA	TGACCTC	9	*Cdh23 Cisd1 FoxP1 Rapgef1 Sh3rf3 Trpm8 Ubtd1 Uhrf1bp1 Wdr41*
M01270	PPARG	AGGTCAG	9	*Bcl11b Cdh23 FoxP1 HIST1h4a Ipmk Mocos Msh3 Odz2 Sh3rf3*
M01104	MOVO-B	GCGGGGG	9	*Bcl11b Cdh23 Chd6 Cisd1 FoxP1 Id3 Sh3rf3 Ubtd1 Uhrf1bp1*
M01269	NURR1	TGGCCTT	8	*Cisd1 FoxP1 Id3 Ipmk Rapgef1 Sh3rf3 Trpm8 Uhrf1bp1*
M01032	HNF4	AGGTCA	8	*Bcl11b Cdh23 HIST1h4a Ipmk Odz2 Rlf Sh3rf3 Ubtd1*
M00921	GR	TCTGTTCT	8	*Bcl11b Dus2l Ipmk Mocos Msh3 Rapgef1 Rundc3b Wdr41*
M00240	Nkx2-5	TCAAGTG	8	*Bcl11b Chd6 Id3 Ipmk Odz2 Rapgef1 Sh3rf3 Uhrf1bp1*
M01709	MAFA	TCAGCAG	7	*FoxP1 HIST1h4a Id3 Mocos Msh3 Odz2 Sh3rf3*
M01118	WT1	CCCCCCCCC	7	*Cisd1 Id3 Ipmk Sh3rf3 Trpm8 Ubtd1 Wdr41*
M00726	USF2	CACGTG	7	*Bcl11b Cdh23 Chd6 Ddx28 Mocos Sh3rf3 Wdr41*
M00468	AP-2rep	CAGTGGG	7	*Chd6 FoxP1 Id3 Ipmk Mocos Msh3 Sh3rf3*
MA0122	Nkx3-2	CTAAGTGGC	6	*Bcl11b Cdh23 FoxP1 Msh3 Odz2 Uhrf1bp1*
MA0067	Pax2	AGTCACGC	6	*Bcl11b Chd6 Id3 Odz2 Tmx4 Ubtd1*
M01287	Neuro	CAGCTG	6	*Cdh23 FoxP1 Id3 Mocos Msh3 Sh3rf3*
M01243	MTF1	TGCGCAC	6	*FoxP1 Msh3 Sh3rf3 Ubtd1 Uhrf1bp1 Wdr41*
M00801	CREB	CGTCAC	6	*Chd6 HIST1h4a Lcor Mocos Sh3rf3 Ubtd1*
M00499	STAT5A	CACTTCTC	6	*Cisd1 Id3 Lcor Odz2 Sp140 Trpm8*
M01721	PUR1	GGGCCAGGG	5	*Cdh23 Chd6 FoxP1 Sh3rf3 Sp140*
M01694	YY2	CCATTAC	5	*Adamts6 Cdh23 Id3 Msh3 Wdr41*
M01665	IRF8	AGTTTCA	5	*HIST1h4a Ipmk Lcor Sh3rf3 Zfp474*
M00963	T3R	CCTGTCCTT	5	*Rapgef1 Sh3rf3 Trpm8 Ubtd1 Uhrf1bp1*
M00913	MYB	CAACTGCCC	5	*Cdh23 FoxP1 Ipmk Trpm8 Ubtd1*
M00712	myogenin	GGCAGCTG	5	*Cdh23 FoxP1 Id3 Msh3 Sh3rf3*
M00492	STAT1	CACTTCCG	5	*Adamts6 Ipmk Lcor Trpm8 Ubtd1*
M00272	p53	AGGCATGCCC	5	*Bcl11b FoxP1 Rapgef1 Sh3rf3 Ubtd1*
M00159	C/EBP	TGTGTGGTAAGGC	5	*FoxP1 Ipmk Mocos Sp140 Wdr41*

P-value cut-off<0.001 and BBLS cut-off>1.

### Integrated analysis of Bcl11b direct targets

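Of the 25697 probes, 2317 had an unadjusted p-value under 0.05 from limma together with a change of at least 1.25-fold, 823 of them higher and 1494 lower in Bcl11b-transfected cells. They carried 2151 gene symbols, and 580 of the probes were not detected on any array. Without normalization between arrays the count rose to 6963, of which 6820 were lower, with the median log2 fold change of all probes at -0.49. When each array was divided by its median signal instead, 1241 probes were higher and 1118 were lower.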

To identify the most probable Bcl11b target genes, we compared the list of genes whose expression levels were altered by Bcl11b (at p<0.05) to the complete list of gene hits showing Bcl11b binding from the ChIP-seq assay. We obtained an integrated list of 247 top target genes for Bcl11b (Figure S3). Among them, 149 of the binding regions resulted in a downregulation of gene expression, while 98 were associated with an upregulation of gene expression (Figure S3). We asked whether examination of the set of integrated Bcl11b target genes could suggest potential functions for this TF in striatal neurons. We performed functional annotation of target genes using DAVID bioinformatics resources, which includes databases curating Gene Ontology (GO) terms, protein-protein interactions, protein functional domains, disease associations, and known pathways. To reduce the redundancy of common GO screening, we used the Functional Annotation Clustering tool, which displays similar annotations together. Several interesting annotation clusters were identified, including those related to calcium signaling, phosphorylation and regulation of small GTPase activity and phosphorylation (Table S3). We also find that Bcl11b target genes include several zinc finger–containing proteins of the C_2_H_2_ class, including *Brpf1*, *Klf8*, *Zfp41*, *Zfp428*, *Zfp 647*, *Bcl6b*, *Hivep2*, *Zbtb17*, *Trerf1*, *Snai1*, *Zbtb4*, *Foxp1* and *Bcl11b* itself (Table S3).

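Of these 13 zinc finger genes, 12 were matched to an array probe by symbol and Zbtb4 was not. Klf8, Hivep2 and Bcl11b were not detected on any array. Of the 9 detected genes, 2 were higher and 7 were lower in Bcl11b-transfected cells, and 5 had an unadjusted p-value under 0.05 from limma. The list was chosen at that threshold on these arrays, so the share is not independent evidence. Zfp647 fell by 0.79 on the log2 scale (standard error 0.13) and passed the adjusted threshold, with an adjusted p of 0.0879 from limma. Zfp41 was lower on both of its probes, with log2 fold changes of -0.67 (ILMN_2461345) and -0.45 (ILMN_3137980) and adjusted p-values from limma of 0.101 and 0.159. Bcl6b (ILMN_2629764) was lower as well (log2 fold change -0.87, adjusted p = 0.218 from limma). Trerf1 was detected on 3 mock arrays and no Bcl11b array and was at least 1.25-fold lower. Zfp428 (ILMN_2813524) rose by 0.90 (standard error 0.34, adjusted p = 0.437 from limma) and no longer passed 0.05 when mock replicate 3 or Bcl11b replicate 1, 2 or 3 was left out. Brpf1, Zbtb17, Snai1 and Foxp1 did not differ beyond the spread of the arrays, although all 4 passed 0.05 when mock replicate 2 was left out.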

We next focused on the KEGG and PANTHER pathways of the DAVID database. A critical pathway downstream from Bcl11b in the striatum was revealed to be BDNF/neurotrophin signaling, with seven genes making up this pathway appearing as integrated Bcl11b targets. These include *Rps6ka5*, *Irak4*, *Plcg2*, *Mapk9*, *Shc1*, *Mapk10* and *Rapgef1* (Table S4; Figure 5). 

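On the arrays, the probes representing Mapk10 and Rapgef1 were not detected in any sample. Of the other 5 genes, 4 had an unadjusted p-value under 0.05 from limma and all 4 were lower in Bcl11b-transfected cells. The paper required p under 0.05 on these arrays for its integrated list, so this tally is not independent evidence. Irak4 (ILMN_2812164) fell by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.106 from limma). The log2 fold changes of Plcg2 (ILMN_2601833), Mapk9 (ILMN_2591066) and Shc1 (ILMN_2957070) were -0.44, -0.33 and -0.29, with standard errors of 0.094, 0.13 and 0.088. None of them passed an adjusted p-value of 0.10 over all probes. When each array was divided by its median signal, Shc1 had a log2 fold change of -0.017 and Mapk9 of -0.24, and neither passed 0.05. Mapk9 passed only with mock replicate 1 left out, not with any other array left out. The remaining gene, Rps6ka5, was higher without passing the threshold (log2 fold change 0.63, standard error 0.32, adjusted p = 0.601 from limma). It passed 0.05 when mock replicate 2 was left out. Other probes of Mapk9 (ILMN_2716527) and Rapgef1 (ILMN_3140516), each detected on all arrays, had log2 fold changes of -0.021 and 0.53, both within the spread of the arrays.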

The ErbB, or Epidermal Growth Factor (EGF), signaling pathway also was significantly associated with Bcl11b, with six target genes appearing in this pathway: *Nrg3*, *Pak4*, *Plcg2*, *Mapk9*, *Shc1*, and *Mapk10* (Table S4). 

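In the ErbB list, the 2 genes not shared with the neurotrophin list were Nrg3 and Pak4. Nrg3 was not detected on any array. Pak4 had a log2 signal of 10.00 ± 0.47 (SD, n = 4 arrays) in mock-transfected and 9.54 ± 0.12 (SD, n = 4) in Bcl11b-transfected cells, a difference within the spread of the mock arrays (adjusted p = 0.599 from limma), and it passed an unadjusted 0.05 when mock replicate 2 was left out. Over the 6 genes, 4 were detected, all 4 were lower, and 3 had a p-value under 0.05. These 3 are shared with the neurotrophin list, and the ErbB list was chosen on these arrays as well, so the tally is not independent evidence.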

To expand the pathways analysis, we used the entire list of Bcl11b-induced gene expression changes as input and found that n = 20 genes related to neurotrophin signaling were altered in expression by Bcl11b, a majority of which were downregulated in expression (Figures 1C and Figure 5). 

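The 20 probes named in Fig. 1C were all found on the arrays, and 15 of them were detected. Of these, 9 were lower and 6 were higher in Bcl11b-transfected cells, and 12 had an unadjusted p-value under 0.05 from limma, 8 lower and 4 higher. Since the probes were chosen on these arrays, this tally is not independent evidence. Gab1 had a log2 fold change of -0.53 (standard error 0.080) and, with Fos, passed the adjusted threshold (adjusted p = 0.0701 from limma). Neither gene passed the adjusted threshold with the replicate number as a block, and Gab1 did not pass it under limma-trend either. Of 13 genes from the pathway drawing in Fig. 5 reported here, Sos1 was not detected. Among the 12 detected genes, 10 had an unadjusted p-value under 0.05, of which 7 were lower and 3, Fos, Ngfb and Atf3, were higher. The genes drawn there were chosen on these arrays as well, so the same limit holds. Of the 10, Ngfb and Pik3r1 no longer passed when mock replicate 2, 3 or 4 or Bcl11b replicate 1, 2 or 3 was left out, Rps6ka1 when mock replicate 3 or 4 or Bcl11b replicate 1, 2 or 3 was, and Ptpn11 when mock replicate 1 or 2 or Bcl11b replicate 1, 3 or 4 was. Ptpn11 also failed 0.05 with neqc, an offset of 16, the block, limma-trend or arrayWeights. It failed as well with probes limited to a detection p-value under 0.01 or 0.05 on 4 arrays. Atf3 rose by 1.47 (standard error 0.14, adjusted p = 0.0196 from limma). The probes of Ptpn11 disagreed, with log2 fold changes of -0.15 for the brightest (ILMN_3001598) and 0.33 for the one in Fig. 1C (ILMN_1245874), and the brightest probe changed direction to 0.16 when each array was divided by its median signal.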

Taken together, these data reveal that Bcl11b plays an important role in growth factor signaling in striatal cells, primarily acting as a negative regulator of this pathway.

**Figure 5:**
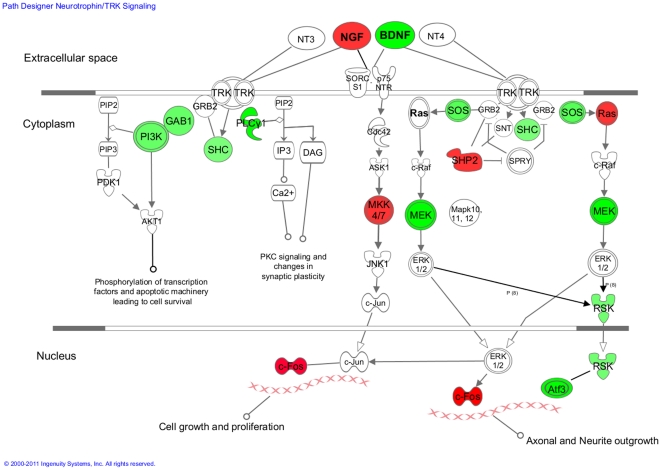
Schematic depiction of the neurotrophin signaling pathway. Those gene indicated in red represent genes upregulated in expression and those in green, downregulated in expression, in response to Bcl11b. Figure generated using Pathway Design by Ingenuity Systems Pathways Analysis. Abbreviations for the official gene symbols as follows: BDNF, *Bdnf*; NGF, *Ngfb*; PI3K, *Pik3r1*; GAB1, *Gabl1*; SHC, *Shc1*; PLCγ1, *Plcg2*; Ras, *Kras*; SOS, *Sos1*; SHP2, *Ptpn11*; MKK4/7, *Map2k7*; MEK, *Map2k1*; RSK, *Rps6ka1*; c-fos, *Fos*; Atf3, *Atf3*.

## Discussion

Precise regulation of gene expression in the striatum is essential to its specific functions, which include the planning and control of movement and motor function, as well as a variety of other cognitive processes. Transcriptional dysregulation in striatal cells is associated with severe movement disorders and psychiatric conditions. Hence, a better understanding of the mechanisms of gene expression regulation in adult striatum is essential. The transcription factor, Bcl11b, is a C_2_H_2_ zinc finger protein, which exhibits enriched expression in the striatum; thus we have hypothesized that it is important in the control of striatal gene expression, although its exact functional role has remained unknown. In this study, we used chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) in combination with transcriptome-wide expression profiling, to identify a large, unbiased set of Bcl11b target genes. We integrated the list of genes whose expression levels were altered by Bcl11b to the complete list of gene hits showing Bcl11b binding from the ChIP-seq assay, obtaining a list of 247 direct target genes for Bcl11b regulation. This list contains genes both up- and down-regulated expression in response to Bcl11b. We validated these high-throughput findings by independent ChIP-qPCR and real-time PCR expression assays, providing confidence in our global output of Bcl11b target genes.

Subjecting our integrated Bcl11b gene target list to pathway analysis, we find that Bcl11b regulates numerous genes of the BDNF signaling pathway. Neurotrophins are a family of trophic factors involved in the development, differentiation and survival of CNS cells. The neurotrophin family consists of four members: nerve growth factor (NGF), brain derived neurotrophic factor (BDNF), neurotrophin 3 (NT-3), and neurotrophin 4 (NT-4) (Figure 5) of which BDNF is the most widely recognized. Neurotrophins exert their functions via activation of Trk tyrosine kinase receptors, which are linked to various intracellular signaling cascades, including the MAPK, PI-3 kinase and the PLC pathways. These signals play an important role for neural development and additional higher-order activities such as learning and memory. Accordingly, altered activities of BDNF and other neurotrophins have been implicated in several neurodegenerative diseases, including Huntington's, Alzheimer's and Parkinson's diseases [9]. Therapeutic strategies aimed at increasing BDNF levels in the brain are thought to be feasible treatment approaches in the clinic [10], [11]. We found that Bcl11b regulates the expression of genes encoding a wide array of components of the BDNF/neurotrophin signaling pathways, including *Bdnf* itself in cultured striatal cells. 

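For Bdnf itself, the array carried 3 probes. The brightest (ILMN_3105417) had a log2 signal of 11.56 ± 0.085 (SD, n = 4 arrays) in mock-transfected and 11.15 ± 0.11 (SD, n = 4) in Bcl11b-transfected cells. A dimmer probe (ILMN_1246842), detected on 3 mock and 2 Bcl11b arrays, had a log2 fold change of -0.63 (standard error 0.29, adjusted p = 0.549 from limma), and the probe in Fig. 1C (ILMN_1214228) was not detected on any array.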

A majority of expression changes were all decreases, suggesting that Bcl11b is a negative regulator of BDNF signaling.

While we identified 247 genes showing overlap between our microarray and ChIP-seq datasets, this number represents only a fraction of the total genes showing altered expression by Bcl11b from the microarray dataset. Many of these expression alterations are of great interest. For example, we found that nearly one-third (n = 18) of previously identified striatal-enriched genes were significantly altered in their expression in Bcl11b-transfected cells, indicating that Bcl11b is a central regulator of striatal-specific gene expression. However, only one of these contained a Bcl11b binding region, as determined by ChIP. Several reasons could account for this apparent discrepancy. One possibility is that some genes identified in the microarray study represent secondary effects of primary gene expression changes elicited directly by Bcl11b. We found that Bcl11b regulates the levels of several other TFs; hence, it is possible that differentially expressed genes are targets of one of these other factors. Second, it is possible that the expression regulation of some of these genes requires a cofactor, and that protein-protein interactions of Bcl1b with a cofactor mask the pull-down of the chromatin immunoprecipitation step. For example, Bcl11b has been shown to alter transcription in HEK293 cells by interacting with COUP-TF family members, in particular COUP-TF1 [18] and we found that several of the ChIP sequences contained a known consensus binding domain for COUP-TF1. Finally, ChIP assays have technical limitations, such as the sensitivity of the antibody, and they may not detect transient protein-DNA interactions.

We found a total of 1,465 Bcl11b-binding regions in the mouse genome, however, only 232 of these mapped to within 10 kb of a TSS and only 36 of these within 1 kb. This suggests that Bcl11b acts distally, rather than acting at the proximal promoter regions of genes. Bcl11b has previously been shown to bind a CTIP response element that is related to the canonical GC box [20], although this motif, GGCCG/AG/AAGG, was not present in any Bcl11b binding regions in striatal cells. However, we did identify several novel Bcl11b binding motifs, including ACCACA, TGCTTG and AGTGCT. Additional significant motifs, AG[AT]GTG and GGATCA, were also identified when searching Bcl11b-binding sequences in the 5′ regions of the genes. A recent study examining the DNA binding domains of a large group of TFs revealed that ∼half of the TFs recognized multiple, distinct sequence motifs, indicating flexibility in TF binding recognition [21].

The identification of a specific Bcl11b binding motif has potential therapeutic relevance, as it is possible to design small molecules that target specific DNA sequences [22], [23]. Synthetic polyamides containing N-methylimidazole and N-methylpyrrole amino acids show high affinity and specificity for predetermined DNA sequences. In particular, previous studies have shown that an eight-ring polyamide targeted to a specific region of the transcription factor TFIIIA binding site can interfere with 5S RNA gene expression in Xenopus kidney cells [22]. Identification of the relevant DNA motif for Bcl11b binding to promoter regions of genes in the BDNF signaling pathway could lead to the design of similar molecules, which would represent a novel therapeutic approach to up-regulating the BDNF pathway in striatal neurons. Such a therapeutic approach would be applicable to several neurodegenerative diseases, including Huntington's, Alzheimer's and Parkinson's diseases, in which decreased BDNF signaling has been implicated [9].

One cautionary note when translating our findings into in vivo striatum gene regulation is that the striatal cells used in this study were immortalized from embryonic day 14 tissue. Although we show that these cells express DARPP-32, a marker of mature medium spiny neurons [24], as well as several other genes that are selectively expressed in the adult striatum, it is possible that the global gene expression profiles in these cells are different compared to *in vivo* medium spiny neurons.

In summary, these findings represent the first comprehensive genome-wide study of Bcl11b binding, and coupled with transcriptome profiling, reveal important roles for Bcl11b in the regulation of striatal gene expression and function. This approach allows for the identification of potential disease-related pathways under the controls of Bcl11b and accordingly, these findings illuminate neurotrophin signaling pathway as a primary target pathway for Bcl11b regulation. Therapeutic strategies aimed at increasing BDNF levels in the brain are thought to be feasible treatment approaches for several neurodegenerative disorders. Our findings suggest that specific targeting of the Bcl11b/DNA interaction represents a novel means to upregulate the BDNF pathway. Importantly, due to the striatal-enriched expression of Bcl11b, targeting this TF would not result in widespread effects in other brain regions.

## Materials and Methods

### Striatal Cell Culture and RNA Preparation

Conditionally immortalized wild-type ST*Hdh^Q7^*striatal neuronal progenitor cells were a kind donation from Dr. Marcy MacDonald [12]. The striatal cells were grown at 33°C in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% non-essential amino acids, 2 mM L-glutamine and 400 µg/ml G418 (Sigma-Aldrich, St Louis, MO). Cells were plated at 3×10^5^ cells per well in six well tissue culture plates. The following day the cells were transfected with an expression plasmid (pcDNA3.1) containing the cDNA of mouse Bcl11b (beta isoform; nts 272–2710 of accession # AB043553) using Polyjet transfection reagent (SignaGen, Ijamsville, MD) according to the manufacturer's instructions. Empty expression vector, pcDNA3.1, was used to ensure all wells received the same amount of total DNA. Transfection efficiency was assessed in duplicate sets of transfected cells by quantifying the percentage of green fluorescent protein (GFP)-positive cells using fluorescence microscopy and by measuring Bcl11b mRNA expression with qPCR. Two days after transfection, cells were harvested, and RNA was extracted using RNAeasy mini kit (Qiagen) with DNase I treatment to eliminate genomic DNA contamination.

### Microarray Experiments

Total RNA was quantified using NanoDrop (ND-1000, manufacturer) and quality was checked with the Agilent 2100 Bioanalyzer using the RNA 6000 Nano LabChip. One microgram (1 µg) of total RNA was taken through Ambion's Illumina TotalPrep RNA Amplification System (protocol available at http://ambion.com/techlib/prot/fm_IL1791.pdf). Post amplification RNA (750 ng cRNA) product was hybridized onto the Illumina Sentrix BeadChip Array MouseRef-8 v2 for 18 hours at 58°C (protocol available at http://www.illumina.com/products/mouseref-8_expression_beadchip_kits_v2.ilmn). After hybridization, the BeadChip Arrays were washed and stained as per protocol requirements. BeadChip Arrays were scanned using the Illumina BeadArray Reader with default settings. Data normalization was performed using GenomeStudio Gene Expression Module v1.0 with quantile normalization [25], [26]. The sample clustering was done using BRB-ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html), with centered correlation and average linkage. The Limma package in the R software was used to find transcripts showing differential expression in response to Bcl11b overexpression [27]. This microarray data has been deposited in the NCBI GEO database with Accession # GSE31096. Results are presented as a fold change in expression level with an absolute 1.25-fold change cut-off, and p-value<0.05 (see Table S1).

### Chromatin Immunoprecipitation (ChIP)

ChIP assays on cultured striatal cells were performed as described in previous studies [28]. Briefly, cellular homogenates were cross-linked by incubating with 1% of formaldehyde for 15 min at room temperature, and then homogenizing to isolate nuclei. DNA was to achieve ∼0.2–1.0 kb sized DNA fragments. An aliquot of precleared homogenates was incubated with 2 µg of rabbit anti-Bcl11b antibody (Bethyl Laboratories, Montgomery, TX) or 3 µg of control IgG (BD Biosciences) overnight at 4°C, followed by hybridization to 60 µl of protein-sepharose A beads. The protein-DNA complexes were washed on the beads, elution buffer added and the eluate incubated with proteinase K to digest protein. The cross-linking reaction was reversed by incubating at 65°C overnight and DNA was purified with DNA purification kit (ZYMO research Corp). The recovered pull-down DNA, as well as input DNA, was used for massively parallel sequencing (ChIP-seq below) or quantified by real-time PCR analysis for ChIP-PCR.

### Chromatin-immunoprecipitation-sequencing (ChIP-seq)

ChIP-seq sequencing libraries were prepared using 10 ng of DNA prepared by ChIP above (pull-down and input). ChIP DNA samples ends were repaired and DNA products were purified using DNA Clean&Concentrator™-5 Kit (Zymo Research, Irvine, CA). Next, DNA ends were A-tailed and again purified using the DNA Clean&Concentrator™-5 Kit. Illumina Paired End-adapter oligonucleotides (0.33 µM) were then ligated to the A-tailed cDNA ends and purified as before. The DNA library products were separated on an Invitrogen 2% Size-Select agarose gels and products corresponding to a size of approximately 200–250 bases were removed from the gel and cleaned using the Agencourt SPRI system. The DNA material was PCR amplified and purified on 2% NuSieve GTG® agarose gel, excised, and isolated again using Zymoclean™Gel DNA recovery kit. The purified DNA library was quantified using the Qubit quantification platform (Invitrogen, Carlsbad, CA) and sized using the 2100 Bioanalyzer. DNA products were then denatured in 0.1 N NaOH and diluted to a final concentration of 10 pM before being loaded onto the Illumina paired-end flow-cell for massively parallel sequencing by synthesis on the Illumina GAIIx.

The Genome Analyzer Pipeline Software v1.7 was used to perform the early data analysis of a sequencing run, including the image analysis, base calling, and alignment. Alignment was performed with Efficient Large-Scale Alignment of Nucleotide Databases (ELAND2). The uniquely aligned reads containing less than 3 errors to the mouse genome are used as input to the Model-based Analysis for ChIP-Seq (MACS) program, a publicly available open source ChIP-Seq analysis (http://liulab.dfci.harvard.edu/MACS/) [29]. Peaks found by MACS (v1.4alpha2) were mapped to within 10 kb of a RefSeq transcript of the mouse version mm9 database. The peak coordinates were then positioned outside the 5′ or 3′ transcript coordinates, or within exons/introns coordinates for the annotated genes, by comparing to the transcript and exon start/end positions from the UCSC Genome Browser. The peak sequences were obtained from queries to the NCBI Entrez database using the chromosome coordinates.

### DNA Motif Analysis

*De novo* motif finding was performed using MEME [15] on all of the top ChIP-seq binding hits for Bcl11b (Table S3) and on the subset of hits from the 5′ region. On the two sets, MEME was run both with default parameters and with the minimum number of targets for each motif equal to the number of sequences in the respective set. For each run, the top 5 motifs were retained, obtaining a total of 20 putative motifs. MotifMap [16] was used to filter this set of putative motifs by comparative genomic conservation. The current version of MotifMap for the mouse genome uses the multiple alignment of 30 model organisms' genomes, downloaded from the UCSC genome browser [30], and the corresponding phylogenetic tree to score the degree of conservation of putative transcription factor binding sites using the Bayesian Branch Length Score (BBLS).

A BBLS score >1 denotes a significant level of conservation across a non-trivial subset of organisms in the reference tree; values >2 denote a high level of conservation. The putative motifs detected with MEME were filtered by selecting only those for which at least four distinct ChIP-seq hits obtained a BBLS score >1.

Detection of already annotated motifs was performed using all (over 800) mouse transcription factors in the TRANSFAC 11.3 database [17]. The log-odd TRANSFAC motif matrices were used to select those regions in the ChIP-seq hits with a Z-score p-value less than 0.001. The background mean and standard deviation for each motif-matching score were obtained by random sampling 10 millions locations in non-repeat regions of the mouse genome. As above, each single motif-match was validated with MotifMap and only those motifs for which at least four ChIP-seq hits obtained a BBLS score >1 were retained (Table 2).

### Real-Time PCR Analysis

Real-time PCR analysis was performed on the recovered DNA from the ChIP experiments using primers directed against the promoter regions of striatal-enriched genes (Table S5) or on cDNA prepared from striatal cells using the primers designed in the exonic regions of selected genes (Table S5) as described previously [6], [31]. Primers were designed to generate amplicons of 80–150 nucleotides with similar melting temperatures (64°C) using Invitrogen's Primer Designer.

## Supporting Information

Figure S1 **CNS Expression of Bcl11b.** *In situ* hybridization analysis was performed on free-floating coronal (A–F) and sagittal sections (G) (25 µm-thick) from wild type C57black6J mice (2 months of age). Antisense ^35^S-labeled riboprobes directed against Bcl11b were hybridized to brain sections as described previously (Desplats et al., 2008). CPu, caudate putamen; Cx, cortex; Hipp, hippocampus; Thal, thalamus; Cb, cerebellum; OT, olfactory tubercle.
(PDF) Click here for additional data file.

Figure S2 **ST** ***Hdh*** **striatal cells express several markers of mature medium spiny neurons, as indicated by their official UniGene IDs below.** Each gene was amplified from cDNA prepared from RNA from duplicate wells of ST*Hdh* striatal cells using standard PCR conditions.
(PDF) Click here for additional data file.

Figure S3 **Venn diagram showing overlap of Bcl11b microarray gene expression and ChIP-seq data.** Gene expression changes at p<0.05 were used for the Venn overlaps.
(PDF) Click here for additional data file.

Table S1 **List of genes differentially expressed in Bcl11b-transfected **ST***Hdh* striatal cells compared to mock (pcDNA3.1)-transfected cells.**
(XLSX) Click here for additional data file.

Table S2 **Annotated ChIP-seq binding hits for Bcl11b in ST** ***Hdh*** **striatal cells.**
(XLSX) Click here for additional data file.

Table S3 **Functional Annotation Clustering analysis of the integrated Bcl11b target genes (those appearing in both microarray and ChIP-seq datasets) using The Database for Annotation, Visualization and Integrated Discovery (** ***DAVID*** **) software v6.7.** The p-values associated with each annotation are according to the Fisher Exact/EASE Score.
(XLSX) Click here for additional data file.

Table S4 **Pathways analysis of integrated Bcl11b target genes (those appearing in both microarray and ChIP-seq datasets) using The Database for Annotation, Visualization and Integrated Discovery (** ***DAVID*** **) v6.7 software, focusing on PANTHER and KEGG databases.** The p-values reflect the threshold of EASE Score, a modified Fisher Exact P-Value, for gene-enrichment analysis.
(XLSX) Click here for additional data file.

Table S5 **Primers used for quantitative real-time PCR analysis and for ChIP-qPCR analysis.** The ChIP-qPCR primers show the position relative to the transcription start sites of the indicated genes.
(DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Identification of Bcl11b Gene Targets Reveals Role in Brain-Derived Neurotrophic Factor Signaling
**Source:** PLoS One. 2011 Sep 1;6(9):e23691. doi: 10.1371/journal.pone.0023691

**Supplementary Figure 1. CNS Expression of Bcl11b.** *In situ* hybridization analysis was performed on free-floating coronal (A-F) and sagittal sections (G) (25  $\mu$ m-thick) from wild type C57black6J mice (2 months of age). Antisense  $^{35}$ S-labeled riboprobes directed against Bcl11b were hybridized to brain sections as described previously (Desplats et al., 2008). CPu, caudate putamen; Cx, cortex; Hipp, hippocampus; Thal, thalamus; Cb, cerebellum; OT, olfactory tubercle.

### Bcl11b mRNA:

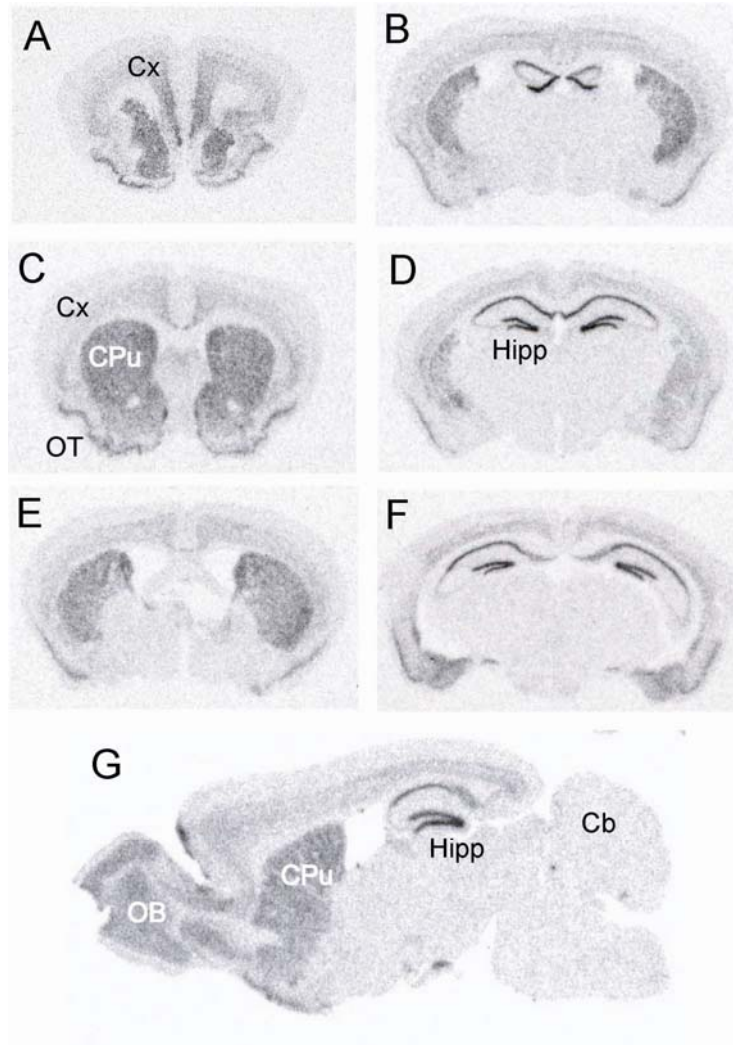

**Supplement:** Figure S1 — CNS Expression of Bcl11b. In situ hybridization analysis was performed on free-floating coronal (A–F) and sagittal sections (G) (25 µm-thick) from wild type C57black6J mice (2 months of age). Antisense 35S-labeled riboprobes directed against Bcl11b were hybridized to brain sections as described previously (Desplats et al., 2008). CPu, caudate putamen; Cx, cortex; Hipp, hippocampus; Thal, thalamus; Cb, cerebellum; OT, olfactory tubercle.

# Supplementary material for: Genome-Wide Identification of Bcl11b Gene Targets Reveals Role in Brain-Derived Neurotrophic Factor Signaling
**Source:** PLoS One. 2011 Sep 1;6(9):e23691. doi: 10.1371/journal.pone.0023691

Supp. Figure 2. *STHdh* striatal cells express several markers of mature medium spiny neurons, as indicated by their official UniGene IDs below. Each gene was amplified from cDNA prepared from RNA from duplicate wells of *STHdh* striatal cells using standard PCR conditions.

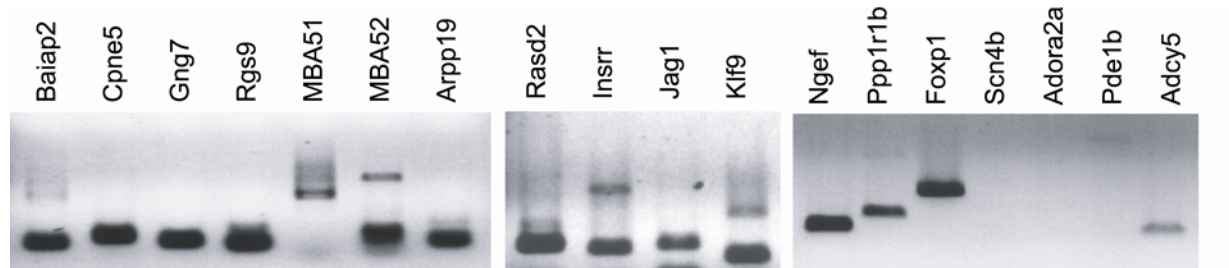

**Supplement:** Figure S2 — ST Hdh striatal cells express several markers of mature medium spiny neurons, as indicated by their official UniGene IDs below. Each gene was amplified from cDNA prepared from RNA from duplicate wells of STHdh striatal cells using standard PCR conditions.

# Supplementary material for: Genome-Wide Identification of Bcl11b Gene Targets Reveals Role in Brain-Derived Neurotrophic Factor Signaling
**Source:** PLoS One. 2011 Sep 1;6(9):e23691. doi: 10.1371/journal.pone.0023691

**Suppl Figure 3.** Venn diagram showing overlap of Bcl11b microarray gene expression and ChIP-seq data. Gene expression changes at  $p < 0.05$  were used for the Venn overlaps.

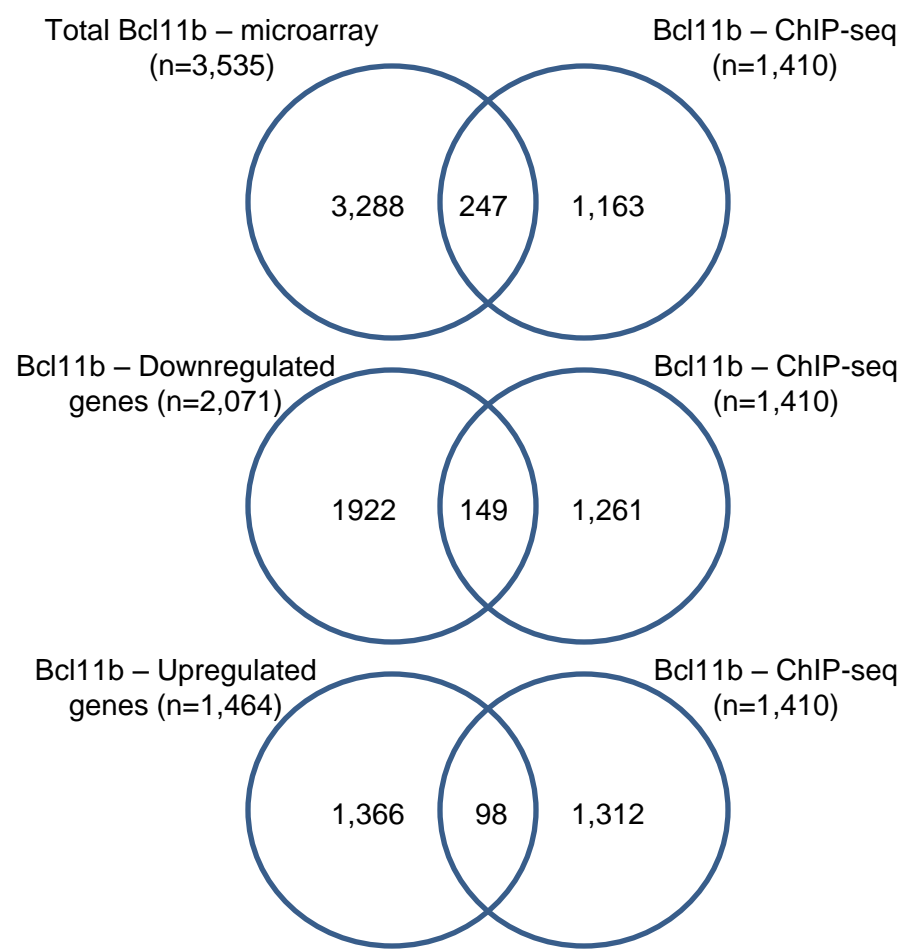

**Supplement:** Figure S3 — Venn diagram showing overlap of Bcl11b microarray gene expression and ChIP-seq data. Gene expression changes at p<0.05 were used for the Venn overlaps.

# Supplementary material for: Genome-Wide Identification of Bcl11b Gene Targets Reveals Role in Brain-Derived Neurotrophic Factor Signaling
**Source:** PLoS One. 2011 Sep 1;6(9):e23691. doi: 10.1371/journal.pone.0023691
**Supplement:** Table S5 — Primers used for quantitative real-time PCR analysis and for ChIP-qPCR analysis. The ChIP-qPCR primers show the position relative to the transcription start sites of the indicated genes.

**Suppl. Table 5.**

**Primers used for quantitative real-time PCR analysis.**

Gene ID: Transcript ID #: Forward primer (5’- 3’): Reverse primer (5’- 3’):

Bcl11b NM_001079883 gaaaggcatctgtcccaagca gcacgcagcggtgaagtaatc

Foxp1 NM_053202 gcaggcggtactcagagaaa cactgtccatagtgccccttt

Baiap2 NM_001037755 gctgtagaatgtctctgtctcg acgcgtcgactcacactgtgg

C1ql1 NM_011795 caattgcccaggatgcagac gctttgcctccatccagctt

Fos NM_010234 cggcagaaggggcaaagtag tcagctccctcctccgattc

Fst NM_008046 **cttgctgggcagatccattg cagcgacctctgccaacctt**

Rhoq NM_145491 tctccgagatgaccccaaaact cactccacatagcagcatgcac

Hprt NM_012556 tgatgaaggagatgggaggcca ccagcaggtcagcaaagaacttatagc

Yyl NM_009537 gtggcaaagcgttcgttgag ctccggtatggattcgcaca

Srf NM_020493 tggtgtccctcaggtgttcc ggcatccaggttcaccacct

Rab18 NM_181070 tgaaatttgcacgcaagcat ctttcccacaggccaggtgt

Hmgcll1 NM_173731 ctccaggggctcttgctgtt ttgcataagggcagccacct

Eif3h NM_080635 gtatcagcagcgtcgccaac aatctggcctgcaatgagca

**Primers used for ChIP-qPCR and position relative to the transcription start sites**

**of the indicated genes.**

Gene: Transcript ID #: Primer sequences (5’- 3’): Positiona

*Cryba1* NM_009965

Primer-1 Top: cagccaatagggcaagcaca -9,117 to -8,980

Primer-2 Top: agccccattgtcctctccac -3,670 to -3,525

Bottom: catgccagggatggttgcta

*Ipmk* NM_027184

Primer-1 Top: cagcagacacacaccctgga -9,316 to -9,170

Bottom: tgaggctaaagcacacacttgg

Primer-2 Top: tgcgcatgatcagtgtggag -308 to -206

Bottom: agcatgcgcaacagctactc

*Hist1h1a* NM_030609

Primer-1 Top: cgtagatgaggccggagatg -2,716 to -2,608

Bottom: agcgccaccgtaaggttctc

Primer-2 Top: gcgcaggtcggtcttgaagt -1,615 to -1,514

Bottom: agatccggcgctaccagaag

*Dus2l* NM_025518 Top: tgacgccctcttctggtctg -7,762 to -7,660

Bottom: tggttgtgagccttcatgtgg

*Sp140* NM_001013817 Top: agctactttgggggctgctg -6,640 to –6,539

Bottom: ctctccttccaccctccaga

*Ldlr* NM_010700 Top: tccagcccatcatctctgttg -6,427 to –6,531

Bottom: tcttgagtctgaggccatcca

a The number represents the nucleotide position from ATG.

How the deposited data were processed for this re-analysis (not part of the article)

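RNA from STHdh striatal cells was profiled on 8 Illumina MouseRef-8 v2 arrays, 4 of cells transfected with Bcl11b and 4 of cells transfected with the empty pcDNA3.1 plasmid, 2 days after transfection. Conditions and replicate numbers were taken from the sample labels, which also call the control wild-type. The paper names the control as untransfected in its text and as mock-transfected in the title of Table S1 and in figure legends. The authors deposited 1 intensity per probe, the average bead signal after background subtraction by the scanner software, without normalization between arrays, and for each probe a detection p-value against the negative control beads. The deposited p-values were used to decide which probes were detected, at a limit of 0.01. The precision of every value is limited by the number of arrays. No probe had an identical signal on any 2 arrays, so no array was a copy of another.

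The signals were quantile-normalized, set to at least 1, transformed to log2 and compared with limma (version 3.58.1, in R 4.3.3) using lmFit and eBayes with default settings, all 25697 probes and no covariate. P-values were adjusted by the Benjamini-Hochberg method, and the thresholds were those of the paper, an adjusted p-value of 0.10, and an unadjusted p-value of 0.05 with a change of at least 1.25-fold. The paper's text does not name how signals at or below 0 entered the log. The normalization and test were tested on simulated data with 200 of 25697 probes changed by 1 on the log2 scale, where 78 changed probes (39%) passed the adjusted threshold together with 8 unchanged ones. The changed probes were drawn from those detected on at least 4 arrays. The simulated noise was independent between arrays, and no simulated signal lay at or below 0. The deposited signals differ in these respects, so the simulation gives no error rate for them.

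A gene with several probes was represented by the probe that Table S1 lists, otherwise by the probe with the highest mean signal, and probes that disagree are named. The RefSeq accessions of Table 1 were to be used between these 2 steps, but the deposited table pairs probes with symbols only, so that step could not be applied. The copy of Table S1 used here holds the first 1998 of 3629 rows, all decreases, and no overlap or enrichment was computed from it. It did enter the choice of probes, so a probe listed as lower was preferred over a brighter one, while listed increases had no such preference. Among the genes it decided were Baiap2 and Rapgef1, whose brighter probes had log2 fold changes of -0.086 and 0.53. The tallies of lower and higher genes can lean towards decreases for this reason. Genes were matched by the symbol in the deposited table, or by an older symbol that names only 1 gene in the RefSeq annotation of GRCm38.p6. Zbtb4 was not matched this way, and 1 gene of Fig. 5 is not reported here. Genes named in the text are all genes that the paper names in its microarray results, Table 1, Fig. 1B, Fig. 5 and the neurotrophin, ErbB and zinc finger lists, and the 5 probes with the largest increase and the 5 with the largest decrease among those past the adjusted threshold whose groups do not overlap. Gene lists of immediate early, interferon response, cell cycle and cholesterol synthesis genes were written beforehand and tested with fry and with camera at a preset correlation of 0.01.

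Alternatives were no normalization between arrays, division by the array median, neqc, an offset of 16, filters on the detection p-value at 0.01 and 0.05 on at least 4 arrays, the replicate number as a block, limma-trend with robust eBayes, arrayWeights, 1 probe per symbol, no fold threshold, and leaving out each array in turn. A shift of the lowest normalized signal to 1 was added after the data were seen. All 35 splits of the 8 arrays into 4 and 4 were fitted as well. The ChIP-seq, real-time PCR and motif experiments of the paper were not analysed here.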

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

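The test of whether Bcl11b transfection raises immediate early genes was set out after values of some of these genes had been seen, and the other tests in this part were set out beforehand.

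Among 40 genes with a representative probe detected in both groups and 3 measures per array, 86 groups of 4 arrays were examined for a value far from the others, and 10 had one, where chance gives about 1 in 20. None of the median signals, numbers of detected probes or correlations with the group's other arrays stood apart. In log2 signal, the arrays standing apart were Bcl11b replicate 2 for Srf (11.27) and Ptpn11 (13.04), Bcl11b replicate 4 for Ngfb (8.75) and Pik3r1 (9.59), Bcl11b replicate 3 for Mapk9 (10.43) and Zfp41 (9.06), mock replicate 1 for Mapk9 (10.62), mock replicate 2 for Dgke (6.31), and mock replicate 4 for Map2k7 (9.09) and Zfp428 (8.20). They were spread over 6 arrays. No biological explanation was tested, since the design gives the replicates of a group no condition of their own.

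The paper does not report on the expression of sets of immediate early, interferon response or cholesterol synthesis genes. The immediate early genes were higher as a set in Bcl11b-transfected cells (fry of limma, adjusted p = 0.0194 over 4 lists and 0.00628 unadjusted, with camera at 0.000545), with a median log2 fold change of 0.081 and a mean of 0.33, so a few members carry most of the change. The paper itself names Fos, Srf and Atf3, which are in the list. Only 1 of 35 splits of the arrays gave a fry p as small, the real one, which is the smallest share the splits can give. The paper reports Fos as changed on these same arrays, and the splits were not repeated without such genes. The rank of the real split is therefore partly fixed by genes already known to differ between the labelled groups. It cannot exclude chance for this list taken alone. Nor is chance excluded at 5% once the 4 lists tested are allowed for. With each array left out in turn the fry value stayed between 0.00336 and 0.0181. Without normalization between arrays the direction reversed (0.154 by fry), where the median of all probes shifted by -0.49 and that of the list was -0.51, or -0.0147 relative to the shift. Camera, which compares the list with the other probes, gave 0.614 there with the list higher. With division by the array median the list was higher as well (5.13e-05 by fry and 5.5e-08 by camera). A hypothesis is that Bcl11b transfection raises immediate early genes. A response to the transfection itself or to handling that differed between the groups stays open and was not tested.

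The cholesterol synthesis genes were lower as a set (fry of limma, adjusted p = 0.0194 and 0.00971 unadjusted, with camera at 4.51e-05), with a median log2 fold change of -0.23. Of the 35 splits, 2 gave a fry p as small, so chance in the grouping of the arrays cannot be excluded at 5%, and with division by the array median the unadjusted fry value was 0.0738. Whether Bcl11b transfection changes sterol synthesis therefore cannot be told apart from variation between arrays unrelated to the transfection. The interferon response genes were higher as a set (fry of limma, adjusted p = 0.0228 and 0.0171 unadjusted, with camera at 0.0203), with a median log2 fold change of 0.25, and 2 of the 35 splits gave a fry p as small. With probes limited to those with a detection p-value under 0.01 on 4 arrays the unadjusted fry value was 0.092, at a limit of 0.05 it was 0.182, and without Bcl11b replicate 3 it was 0.0825. A difference in the interferon response to the 2 plasmids stays open for the same reason.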

How the results depend on the processing

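The shift of the lowest normalized signal to 1 was chosen after the values were seen, and the other alternatives were set before the data were examined. A block for the slide was not run, because no slide is named for any array.

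The count of 252 probes at an adjusted p-value under 0.10 was 57 (19 higher and 38 lower) without normalization between arrays, 146 (100 higher and 46 lower) with division by the array median, and 413 (146 higher and 267 lower) with neqc. It was 45 (23 higher and 22 lower) with the replicate number as a block, 45 (35 higher and 10 lower) under limma-trend with robust eBayes, 642 (202 higher and 440 lower) with arrayWeights, and 107 (76 higher and 31 lower) with the lowest signal shifted to 1. With a detection p-value under 0.01 on 4 arrays, which leaves 10622 probes, it was 199 (57 higher and 142 lower). The cause of these shifts was not tested. The count stayed within 1.5 times with an offset of 16 (206), with a detection p-value under 0.05 on 4 arrays (190) and with 1 probe per symbol (237). Of the 252 probes, 39 were also called without normalization, 119 with division by the array median, 218 with neqc, 23 with the block, 45 under limma-trend and 248 with arrayWeights. With each array left out in turn, the count lay between 87 and 637, with 53 to 175 probes higher and 33 to 462 lower. It was 113, 637, 112 and 101 without mock replicate 1, 2, 3 and 4, and 87, 97 and 88 without Bcl11b replicate 1, 2 and 3, while without Bcl11b replicate 4 it was 249.

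At p under 0.05 with a change of 1.25-fold, the count was 6963 (143 higher and 6820 lower) without normalization between arrays, where the median of all probes shifted down. The increases numbered 1241 with division by the array median and 1493 with arrayWeights. Under the other alternatives the total and both directions stayed within 1.5 times, and with each array left out in turn the total lay between 1632 and 3053.

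The number of genes at p under 0.05 in the neurotrophin list was 5, counting 1 gene that was not detected, and fell to 3 with division by the array median and to 2 with either filter on the detection p-value. In the ErbB list it was 4, counting 1 gene that was not detected, and fell to 2 with division by the array median, to 1 with either filter and to 2 with the replicate block. The filters remove the undetected gene from each count, while Shc1 and Mapk9 were kept by both filters and no longer passed. The other causes were not tested. With each array left out in turn it lay between 2 and 3 in the ErbB list, where leaving out mock replicate 3 or 4 or Bcl11b replicate 2, 3 or 4 gave 2. In the zinc finger list it was 6, counting 1 gene that was not detected, and lay between 5 and 10, with 10 without mock replicate 2 (from 4 to 9 among detected genes, against 5). For the genes of Fig. 5 it was 11, counting 1 that was not detected, and lay between 7 and 10, with 7 without Bcl11b replicate 1 or 3 (from 6 to 9 among detected genes, against 10). For the probes of Fig. 1C it was 14, counting 2 that were not detected, and lay between 8 and 14, with 8 without mock replicate 4 or Bcl11b replicate 3 and 9 without Bcl11b replicate 1 (from 6 to 12 among detected probes, against 12). For Table 1, where it was 9, it lay between 6 (without mock replicate 3) and 10.

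For 43 named genes, 767 values were recomputed, of which 644 kept their direction and their side of the 0.05 threshold, 79 kept the direction only and lost the threshold, 27 gained it and 17 reversed. Of the reversals, 4 were without normalization between arrays, where the median of all probes shifted by -0.49. There Foxp1 was at -0.21, Rps6ka5 at -0.12, Dgke at -0.37 and Gng7 at -0.67. Relative to the shift they were at 0.277, 0.375, 0.118 and -0.175, and only Gng7 of these 4 genes then differs in sign from the setting used at the claims. With division by the array median Srf was at 0.0345, Ptpn11 at 0.16 and Map2k7 at 0.0572, against values below 0. With arrayWeights Map2k7 was at 0.0656 and Gng7 at -0.0535. With each array left out in turn, Map2k7 lay between -0.096 and 0.0556, and Gng7 lay between -0.0300 and 0.17, with values below 0 without mock replicate 1 or Bcl11b replicate 3. The cause was not tested.

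The fry values of the gene lists changed as well. For the cell cycle genes, 0.984 in the setting used at the claims, it was 0.0264 without normalization between arrays, where the list's median relative to the shift of all probes was -0.0227, and with the direction reversed it was 0.134 with division by the array median, 0.98 with an offset of 16, 0.835 and 0.902 with the filters on the detection p-value, 0.945 with the block and 0.856 with the shift of the lowest signal, with 0.469 to 0.996 on leaving out each array in turn. For the cholesterol synthesis genes it was 0.0738 with division by the array median. Without normalization between arrays, where the median of all probes shifted down, the direction reversed for the immediate early genes (0.154) and the interferon response genes (0.557). Camera, which compares a list with the other probes, kept the direction for both, at 0.614 for the immediate early genes and 0.00034 for the interferon response genes. For the interferon response genes it was 0.092 and 0.182 with the filters, and between 0.00131 and 0.0825 on leaving out each array in turn, with the highest value without Bcl11b replicate 3. The cause was not tested.

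The Bcl11b probe did not pass p under 0.05 under any alternative that kept it, and both filters removed it. The signal over background limits what can be said for the 13942 probes not detected on any array, where the size of a change follows the floor before the log.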

Differences from the paper's values

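The paper counts 694 genes at an adjusted p-value under 0.10, 256 higher and 436 lower, and the deposited signals gave 252 probes, 91 higher and 161 lower. Of the alternatives set before the data were examined, arrayWeights (642 probes, 202 higher and 440 lower) and leaving out mock replicate 2 (637 probes, 175 higher and 462 lower) fell within 1.5 times of all 3 values of the paper, and the others did not. At p under 0.05, the paper's total is about 3500 in Fig. S3, read by eye, with about 1500 higher and about 2100 lower. The legend of Fig. S3 names no fold cut-off, while the methods give 1.25-fold for Table S1, which has 3629 rows. At p under 0.05 with a change of 1.25-fold, the deposited signals gave 2317 probes carrying 2151 gene symbols. Of these probes 823 were higher and 1494 lower, and the decreases are within 1.5 times of the paper's. For the total, an offset of 16 (2782), arrayWeights (3443), no fold threshold (2670) and leaving out mock replicate 2 (3053) or Bcl11b replicate 4 (2773) fell within 1.5 times of both totals, and division by the array median (2359) of the total in the figure only. For the increases, division by the array median (1241), an offset of 16 (1090), arrayWeights (1493) and leaving out mock replicate 2 (1191) or Bcl11b replicate 4 (1185) did, and the other alternatives did not. A shift of the lowest signal to 1, chosen after seeing the values, gave 2907 and 1224. Under that shift the log2 fold changes correlated at 0.9992 with those in the 1998 rows of Table S1 held here and differed from them by at most 0.0353, against a correlation of 0.326 with the setting used at the claims, but it left 107 probes at the adjusted threshold, and of the 436 probes that the paper calls at that threshold in these rows it called 31 and dropped 405. Of the same 436 probes, 429 were lower and 119 were called under the setting used at the claims.

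Of the 18 genes of Table 1, 9 had a p-value under 0.05 in the deposited signals. With neqc, with an offset of 16 and with the shift of the lowest signal to 1, chosen after seeing the values, 13 did, of which 3, 4 and 3 are genes not detected on any array. The other alternatives set before the data were examined did not come within 1.5 times of 18. The paper gives Ensa a fold change of 1.374, and its brighter probe here gave 0.942, which no alternative brought to the paper's direction, while its dimmer probe gave 1.40. Foxp1, which the paper calls, was not called here, and it passed 0.05 with division by the array median, with neqc, with a detection p-value under 0.01 on 4 arrays, without mock replicate 2, and with the shift of the lowest signal to 1, chosen after seeing the values. The 7 genes not detected on any array, Actn2, Rgs9, Bcl11b, Foxp2, Kcnip2, Rap1gap and Rarb, have a fold change in Table 1 and none here. In Table 1, the adjusted p-values of Bcl11b and Rgs9 are larger than a single Benjamini-Hochberg adjustment can give beside the other genes of the table. They are 0.374 and 0.476 in the paper, where the largest values possible are 0.284 and 0.339. Bcl11b, Foxp2 and Kcnip2 have decreases in Table 1 within the range of the rows of Table S1 held here, and the probes representing them here are not among those rows.

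The legend of Fig. 1C assigns its first 4 columns to Bcl11b arrays. For all 14 of its probes that were detected and have a clear colour in those columns, the colour is opposite to the direction in the deposited signals, while the text's directions are not. Fig. 5 colours Atf3 as lower in Bcl11b-transfected cells, and it was 2.76-fold higher here. It colours Ptpn11 and Map2k7 as higher, and their brightest probes gave 0.900 and 0.999, while the Ptpn11 probe in Fig. 1C gave 1.25. The Map2k7 probe in Fig. 1C was detected on 2 mock and 4 Bcl11b arrays, with groups that overlap. No fold change is given for that probe, since its mean on the mock arrays (log2 signal 5.95) lies below the dimmest detected signal of each of them. Of the 5 detected genes in the paper's integrated neurotrophin list, 4 had a p-value under 0.05, and Rps6ka5 did so only without mock replicate 2. Of the 4 detected in its ErbB list 3 did, and Pak4 did so only without normalization between arrays, where the median of all probes shifted down, or without mock replicate 2. Of the 9 detected in its zinc finger list 5 did, and Brpf1, Zbtb17 and Snai1 did so only under the same 2 settings as Pak4. In Fig. 1B, Srf is higher by real-time PCR, and its brighter array probe gave 0.958, while its dimmer probe, detected on 1 mock array and 4 Bcl11b arrays, was higher.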

Other observations

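The exchange of 1 mock array with Bcl11b replicate 4, the test of replicate pairing and the splits were set out beforehand. The tests of the exchanged groups, the RT-PCR genes on the 2 arrays, the normalization, the brightness of the arrays, the floor and the Bcl11b probe were set out after the values had been seen.

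Of the 35 splits of the 8 arrays into 4 and 4, 2 gave at least as many probes at an adjusted p-value under 0.10 as the real split, and 3 gave at least as many at p under 0.05 with a change of 1.25-fold. Chance is therefore not excluded at 5% for either count. The split that gave more probes at the adjusted threshold sets mock replicate 1 with Bcl11b replicates 1, 2 and 3 against the others. It gave 944 probes, and 0 of them were among the 252 of the real split. The 4 exchanges of Bcl11b replicate 4 with a mock array gave 944, 5, 28 and 0 probes. A larger count is what an exchange of labels predicts, so an exchange of mock replicate 1 with Bcl11b replicate 4 stays open. On all 4 genes of the RT-PCR panel with a p-value under 0.05 (Fos, Fst, Baiap2 and Bdnf) both arrays lay with the group of their label, but these genes were picked for a difference between the labelled groups, which fixes that outcome. An exchange therefore cannot be told apart from another source of variation between arrays, and no slide or date was analysed here. The deviations of same-numbered arrays from their group means correlated at 0.634, -0.623, 0.151 and 0.65 for replicates 1 to 4 across 10622 probes. The value for replicate 2 argues against the replicate numbers as pairs of all the arrays, while a link between the arrays of the other numbers stays open. With the replicate number as a block the count was 45, and 23 of these were among the 252.

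The only Bcl11b probe was detected on 0 of 8 arrays. An exchange of the 2 groups as a whole is argued against by the RT-PCR panel, since 4 of the 5 genes of the panel that were detected moved in the direction read by eye from Fig. 1B. Whether the probe lies in the transfected part of the transcript cannot be told apart on these arrays from a low level of the transcript, because the probe sequence was not used here. The paper's methods state that transfection was checked in duplicate sets of cells, by counting GFP-positive cells and by qPCR of Bcl11b mRNA. Those measurements were not analysed here.

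Among the probes at an adjusted p-value under 0.10, 63.9% were lower with quantile normalization and 31.5% with division by the array median, so the predominance of decreases at this threshold may come from the normalization. It is not the only choice that moves it, since over all alternatives the share lay between 22.2% (limma-trend with robust eBayes) and 72.5% (without mock replicate 2). Before normalization the SD of the signal over probes detected on no array was on average 1.76 times as large on mock as on Bcl11b arrays, as a brightness of the whole array that scales bright and dim probes alike would give. Of the 56 calls on probes detected on no array, 21 were also made with an offset of 16, so most of these calls may come from the floor before the log.

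The cell cycle genes did not differ as a set (fry of limma, adjusted p = 0.984, while camera and the median log2 fold change of 0.019 have the opposite sign), and all 35 splits gave a fry p as small. Of the representative probes of the 10 striatal markers in Fig. S2, 5 (for Ppp1r1b, Rgs9, Cpne5, Adcy5 and Bcl11b) were not detected on any of the arrays, and 3 were detected on all 8, as was a second Baiap2 probe. In Table S1, 586 of the 1998 rows held here, and 49 of the 436 at an adjusted p-value under 0.10, are for probes not detected on any array.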
